A study of Homo sapiens with 6 samples.

How the data were processed

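RNA was measured in primary human pulmonary artery smooth muscle cells (HPASMCs) that had been grown in medium conditioned by human pulmonary artery endothelial cells (HPAECs). Per the labels' protocols, the endothelial cells were transfected for 24 h with 10 nM of either a scrambled control siRNA (siScr) or an siRNA against GATA6, a zinc-finger transcription factor. Their growth medium was then replaced by serum-free medium with 0.1% albumin, which was collected after 24 h and is called conditioned medium. The smooth muscle cells were held without serum for 18 h, exposed to the conditioned medium for 24 h and harvested. All samples here were smooth muscle cells, and the silenced cells themselves were not analysed here. Each of the 2 groups had 3 libraries. Per the labels, the libraries were made with a stranded kit that selects polyadenylated RNA. Whether the replicate numbers stood for separate batches of medium, separate dishes or separate cell donors was not stated.

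The authors deposited a table of raw read counts per Ensembl gene (63103 genes, whole numbers with a different total in every library). They also deposited a table of variance-stabilized values on a log2-like scale; within each library these deposited log2 values rose strictly with the counts (lowest Spearman correlation across genes 1). The aligner, the counting tool, its strand setting, the genome build and the annotation release were not stated in the labels or file headers, so no genome coordinates are given. All library columns matched a sample label. Total counts ran from 67586298 to 85720752 per library, with means of 75.8 ± 8.80 M counts (M, megacounts; SD, n = 3) for the scrambled-siRNA medium and 73.6 ± 5.22 M for the siGATA6 medium. A count of 0 in a library allowed a level of up to 0.0350 to 0.0444 CPM (counts of a gene per M counts of the library), taking 3 counts as the limit. The labels mention no molecular identifiers, so such limits cover counting error only. None of the 37 mitochondrially encoded genes of the gene name table was among the counted genes, and they were not analysed here. Gene symbols came from a table of gene IDs and symbols, which named 62504 of the 63103 IDs (99.1%). The unnamed IDs held 0.0261% of the counts.

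The counts were tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with robust estimation, trimmed mean of M values (TMM) scaling and the filterByExpr filter, which kept 18173 genes holding 99.96% of the counts. The fit had the group as its only term, the tests were two-sided, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Standard errors were taken as the absolute log2 fold change divided by the square root of F, and 95% intervals as 1.96 standard errors on each side. Levels are given in CPM, scaled by the TMM library sizes. The biological coefficient of variation was 0.0712.

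A set of 14 gene lists was written from general knowledge before the data were examined. They covered interferon-stimulated genes, antigen presentation, the interferon-gamma response, double-stranded RNA sensing with interferon receptors, NF-kB and inflammatory genes, smooth muscle contractile genes, extracellular matrix, cell cycle, targets of bone morphogenetic protein (BMP), oxidative stress genes of NRF2, hypoxia response, cholesterol synthesis, unfolded protein and amino acid stress, and endothelial markers. Each was tested with camera (limma 3.58.1), a competitive test of a list against all other genes, at a preset inter-gene correlation of 0.01 and adjusted over the 14 lists. The self-contained rotation test fry and camera with an estimated correlation were run beside it. A score per list and library was the mean, over members, of the log2 level minus the mean of the scrambled-siRNA libraries. Scores were compared with two-sided exact permutation tests, whose smallest possible p for 3 against 3 libraries is 0.1.

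The rule for the genes named in the text was also fixed before the data were examined. It took GATA6 and a set of interferon signalling genes whatever their values, among them IRF7, ISG15, IFIT1, MX1, OAS1, CXCL10, TLR3 and IFNB1. A further gene of that set is not reported here. It added up to 6 genes with the highest and 6 with the lowest log2 fold change among those past the threshold, with a mean of at least 1 CPM and no overlap between the groups. It also added, from each list that passed its set test, up to 3 members with the smallest p among those past the threshold over all genes. Genes named outside the rule are marked as chosen after their values were seen.

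The fitting steps were tested on simulated counts drawn for the same 18173 genes with 200 genes changed. They recovered 32.5% of the genes changed 1.25-fold, 63.0% of those changed 1.5-fold and 80.5% of those changed 2-fold. With no gene changed there were 0 calls. A simulated shift of 0.3 in the interferon-stimulated list was fitted as 0.28 and left 1 of the 14 lists past the threshold. The simulated genes were drawn independently of one another and with no deviating library. The self-test therefore does not check the preset correlation of camera.

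The alternatives listed before the data were examined were other scaling factors (relative log expression and upper quartile), DESeq2 1.42.0, limma-voom, no filter, a filter on a mean of at least 10 counts, the replicate number as a block, limma-trend on the authors' variance-stabilized values, each library left out in turn, an adjusted p under 0.01, and a test against a 2-fold change. Added after seeing the data were counts thinned to the smallest library, offsets corrected for GC content and transcript length, and that correction without the third scrambled-siRNA library. The correction used splines with 5 degrees of freedom per library. Sequence properties came from the GENCODE 29 transcripts and were known for 17500 of the 18173 tested genes (96.3%) and for all 57 tested interferon-stimulated genes. The same annotation was used to look for genes that overlap a named gene on the same strand. Lists of 12 airway secretory, 20 neural and 20 general epithelial genes were written after the first results had been seen, to test sources of trace transcripts. Figures were drawn with matplotlib 3.10.9.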

Results

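Polyadenylated RNA from growth-arrested HPASMCs was sequenced after 24 h in medium conditioned by HPAECs. The endothelial cells had received a scrambled siRNA in one group (siScr medium, n = 3) and an siRNA against GATA6 in the other (siGATA6 medium, n = 3). HPASMCs are primary cells of the muscular wall of the pulmonary artery, and HPAECs line its inner surface. The title of the series names the interferon response of the smooth muscle cells as the question, and the single comparison was siGATA6 medium against siScr medium. The libraries held 68965377, 85720752 and 72672394 counts for siScr medium 1 to 3, and 75985309, 77164772 and 67586298 for siGATA6 medium 1 to 3. The 10 most abundant genes took 16.8% to 18.1% of the counts of a library.

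The libraries did not separate cleanly by group. Principal component 1 (27.9% of the variance) placed siScr 1 at -30.9 and siScr 2 at -17.4, while siScr 3 lay at 10.3, just under the siGATA6 libraries, which reached 15.2. On component 2 (22.4%) siScr 3 lay apart from all others, at -29.1 against -5.34 to 22.2. A chi-square comparison of counts gave 6.09 per gene between siScr 1 and 2, against 31.3 and 34.8 between siScr 3 and these libraries. Between siScr 3 and siGATA6 1, 2 and 3 the values were 25.7, 11.4 and 15.8, and between siScr 1 or 2 and the siGATA6 libraries they were 19.5 to 25.1. The siGATA6 libraries differed from one another by 5.15 to 11.6 per gene. No pair of libraries agreed within sampling noise, for which the value would be near 1. The labels named no sequencing or culture batch.

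**Figure D1:**
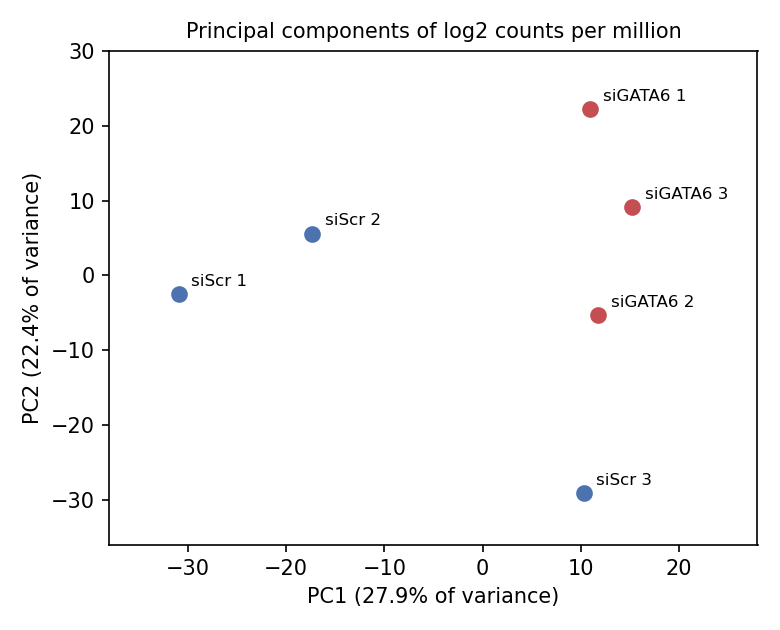
Principal components 1 and 2 of the log2 CPM of the 6 libraries, with siScr medium in blue and siGATA6 medium in red. Component 1 (27.9% of the variance) parts siScr 1 and 2 from the other libraries, siScr 3 included, and siScr 3 lies lowest on component 2 (22.4%).

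GATA6 (ENSG00000141448) was examined first, because it was the target of the siRNA. The siRNA was given to the cells that conditioned the medium and not to the cells that were sequenced. In the smooth muscle cells it was at 85.7, 86.3 and 81.3 CPM (counts scaled to library size) with siScr medium (84.4 ± 2.77, SD, n = 3). With siGATA6 medium it was at 86.6, 81.3 and 84.3 (84.1 ± 2.67, n = 3). The log2 fold change was -0.0059 (SE 0.048, 95% interval -0.10 to 0.09) with an edgeR adjusted p of 0.971. The difference was smaller than the spread between replicates, and its sign changed with the library left out. The strength of the knockdown in the endothelial cells was not analysed here.

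Across all genes, 31 of the 18173 tested passed the edgeR threshold, 30 of them higher and 1 lower after siGATA6 medium. At an unadjusted p under 0.05 there were 2615. Only 1 gene past the threshold, BPIFB1, changed at least 2-fold. The other 30 changed by between 0.26 and 0.88 in absolute log2 value. In 19.6% of all tested genes the libraries of both groups did not overlap, where chance gives 10%. The count of calls depended most on the library siScr 3: without it, 2547 genes passed, among them the same 31, and 60.3% of the calls were higher. Leaving out any other single library gave 8 to 22 calls. DESeq2 on all 6 libraries called 258 genes, of which 30 were among the 31.

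**Figure D2:**
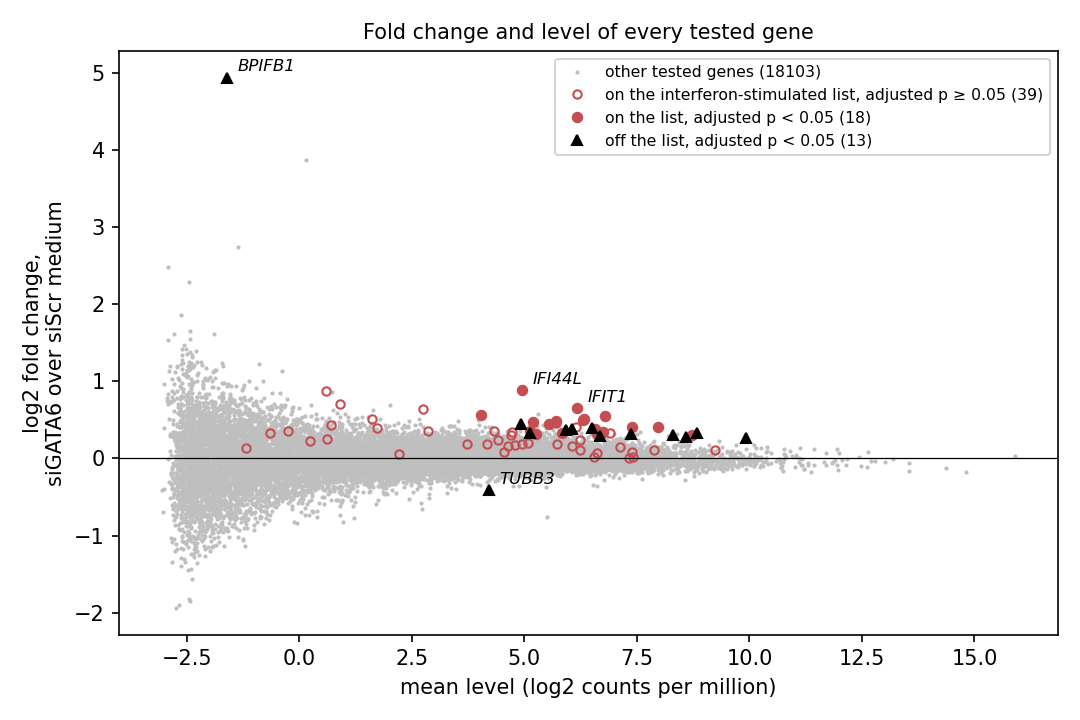
Log2 fold change (siGATA6 over siScr medium) against mean level in log2 CPM for the 18173 tested genes. Filled red circles are the 18 interferon-stimulated genes past the threshold, open red circles the other 39 tested members of that list, and black triangles the 13 genes past the threshold outside it; apart from BPIFB1 at 4.94 and TUBB3 at -0.41, the genes past the threshold lie between 0.26 and 0.88.

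The interferon-stimulated list addressed the question named in the title. Of its 60 genes 57 were tested, and all 57 had a positive log2 fold change in the TMM-scaled fit (55 with upper quartile factors). Their median was 0.33, or 1.25-fold, with a range of 0.011 to 0.88. Over all genes tested 18 members passed the threshold, and 41 did when adjusted over the list alone. In 41 members every siGATA6 library lay above every siScr library. The camera test gave an adjusted p of 1.22e-60. Under fry the adjusted p was 0.0337 and the list stayed past the threshold, while with an estimated inter-gene correlation camera gave 0.0892 (unadjusted 0.00637) and it did not. The list score was 0.07, 0.04 and -0.10 in siScr 1 to 3 (SD 0.091). It was 0.36, 0.30 and 0.31 in siGATA6 1 to 3 (mean 0.32 ± 0.029). All 3 siGATA6 libraries were above all 3 siScr libraries, and the exact permutation p of 0.1 was the smallest that 3 against 3 can give. Without siScr 3 the list median was 0.28 and 53 of the 57 genes were higher.

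Among the named interferon-stimulated genes, IFI44L (ENSG00000137959) changed most. It rose from 21.7 ± 1.87 to 40.1 ± 2.81 CPM, a log2 fold change of 0.88 (SE 0.071, edgeR adjusted p 4.69e-05). With offsets corrected for GC content and length its log2 fold change was 0.72 and its adjusted p 0.104. IFIT1 (ENSG00000185745) rose from 56.3 ± 2.77 to 88.4 ± 1.52 CPM (log2 fold change 0.65, SE 0.050, edgeR adjusted p 4.69e-05). It passed the threshold under all 16 alternatives computed for single genes, which leave out the test against a 2-fold change. HERC6 (ENSG00000138642), with a log2 fold change of 0.48 (SE 0.048, edgeR adjusted p 0.000446), did so too. The log2 fold changes of EPSTI1, MX1, SAMD9 and OAS1 were 0.57, 0.55, 0.50 and 0.47, with edgeR adjusted p from 0.00204 to 0.00471. Each of these 4 fell short of the threshold in 1 or 2 of the 16 alternatives, SAMD9 with the correction for GC content and length (0.230). IFITM1 changed by 0.51 (edgeR adjusted p 0.00281), but it overlaps IFITM2 in the GENCODE 29 annotation and resembles its paralogs closely, so its reads are uncertain.

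ISG15 rose from 105 ± 12 to 133 ± 2.56 CPM (log2 fold change 0.34) without passing the threshold (edgeR adjusted p 0.0835), although DESeq2 (0.00168) and 5 other alternatives called it. TLR3 and IRF7 did not pass: their log2 fold changes were 0.33 (SE 0.11, edgeR adjusted p 0.248) and 0.24 (SE 0.13, 0.438). TLR3 passed without siScr 3 (0.00833) and IRF7 without the filter (0.0456). IFNB1 and CXCL10 had 0 counts in all 6 libraries, which allows at most 0.0350 to 0.0444 CPM in each.

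**Figure D3:**
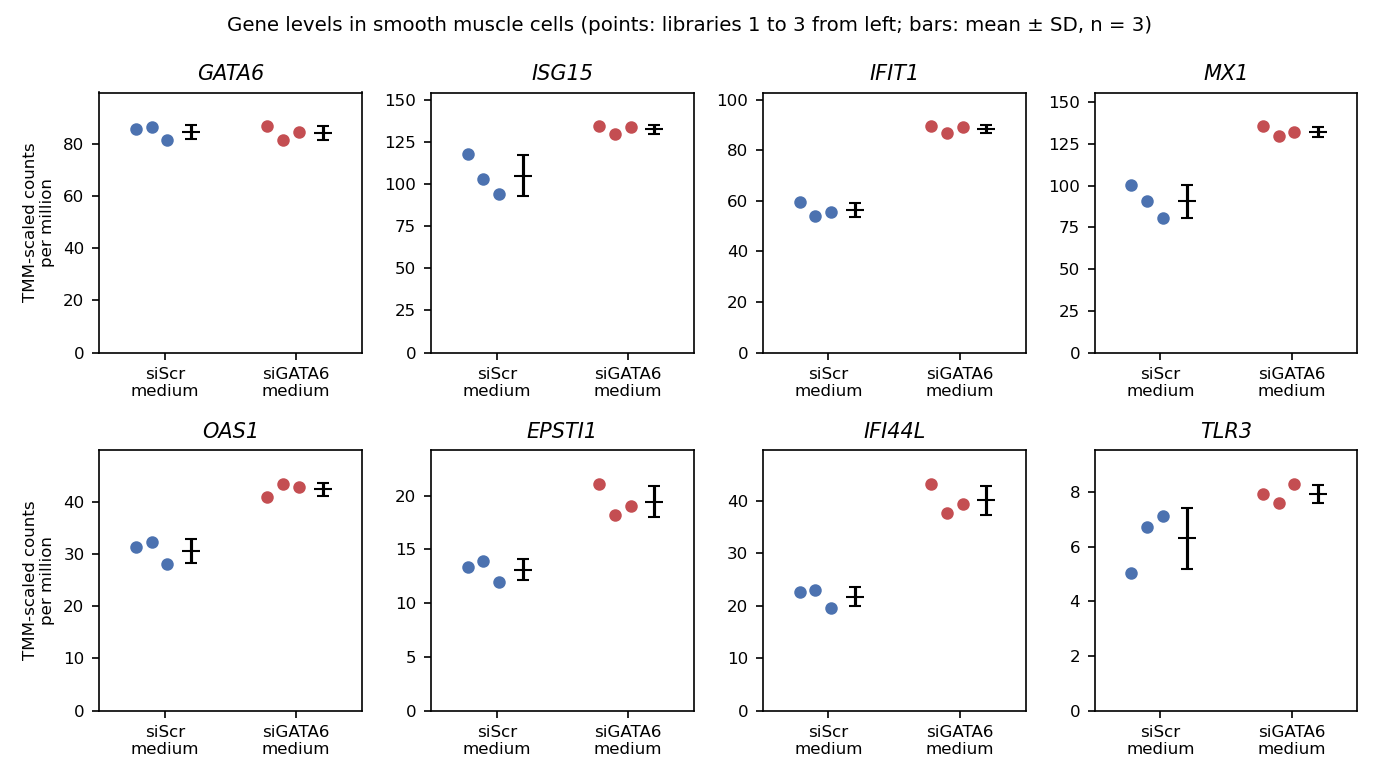
TMM-scaled CPM of 8 genes in each library of HPASMCs after siScr medium (blue) or siGATA6 medium (red); black marks give the mean ± SD of 3 libraries. GATA6 overlaps between the groups at 81.3 to 86.6, whereas for the other 7 genes every siGATA6 library lies above every siScr library, TLR3 and ISG15 included although they did not pass the adjusted threshold.

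TUBB3 (ENSG00000258947) was the only gene past the threshold that was lower. It went from 21.1 ± 1.63 to 15.9 ± 0.361 CPM (log2 fold change -0.41, SE 0.068, edgeR adjusted p 0.0298). It lost the threshold in 6 of the 16 alternatives, and it overlaps another annotated gene on its strand. The remaining calls, named after their values were seen, included SAMHD1 (log2 fold change 0.40) and DDX60L (0.45), both with an edgeR adjusted p of 0.00204. The interferon-stimulated list was written from general knowledge, so calls outside it, such as these, are not shown to be unrelated to interferon. BPIFB1 had 0, 0 and 4 counts in the siScr libraries and 51, 23 and 56 in the siGATA6 libraries (edgeR adjusted p 0.0143). Its fitted log2 fold change of 4.94 rests on a group near the limit of 3 counts, and other epithelial transcripts were present as traces in the same libraries.

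Fold changes followed the GC content of the transcripts. Across 17500 tested genes, which are not independent replicates, the Spearman correlation of log2 fold change with GC content was -0.454, and with transcript length it was 0.125. The calls outside the interferon-stimulated list had a median GC content of 39.6%, against 48.0% for all genes and 46.3% for the list. With offsets corrected for both, 15 genes passed the threshold, all of them higher, and 14 of these were among the 31. They included 10 of the 18 interferon-stimulated calls and 4 of the 13 others. The median of the interferon-stimulated list became 0.28, with all 57 genes still higher.

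Of the other 13 lists, 2 passed the preset-correlation camera test. Hypoxia response genes had a median log2 fold change of 0.09 (14 of 19 higher, camera adjusted p 0.0255). NF-kB and inflammatory genes had a median of -0.12 (6 of 29 higher, camera adjusted p 0.0480). Neither passed under fry (adjusted p 0.529 and 0.604) or with an estimated correlation (both 0.665), and neither had a member past the threshold over all genes. The NF-kB median turned positive (0.018) without siScr 3, whose NF-kB score of 0.30 stood apart from -0.15 in the other siScr libraries. Exact permutation tests of the scores gave p of 0.2 for hypoxia and 0.8 for NF-kB.

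The other 11 lists did not pass camera. The interferon-gamma response list had a median of 0.07 (adjusted p 0.244), antigen presentation -0.02 (0.579), and double-stranded RNA sensing with interferon receptors -0.01 (0.604). The antigen presentation scores also separated the groups fully, though by little (exact permutation p 0.1). They were -0.0007, -0.0053 and 0.0061 in siScr 1 to 3, and -0.0080, -0.0263 and -0.0204 in siGATA6 1 to 3. The medians were -0.03 for smooth muscle contractile genes (adjusted p 0.486), -0.06 for extracellular matrix (0.244), 0.03 for cell cycle (0.763) and -0.05 for BMP targets (0.579). For oxidative stress genes of NRF2 the median was -0.05 (adjusted p 0.521), for cholesterol synthesis 0.02 (0.579), for unfolded protein and amino acid stress 0.08 (0.280), and for endothelial markers 0.13 (0.429). When adjusted over the list alone, 4 interferon-gamma response genes, 3 hypoxia genes, 1 antigen presentation gene and 1 NRF2 gene passed.

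**Figure D4:**
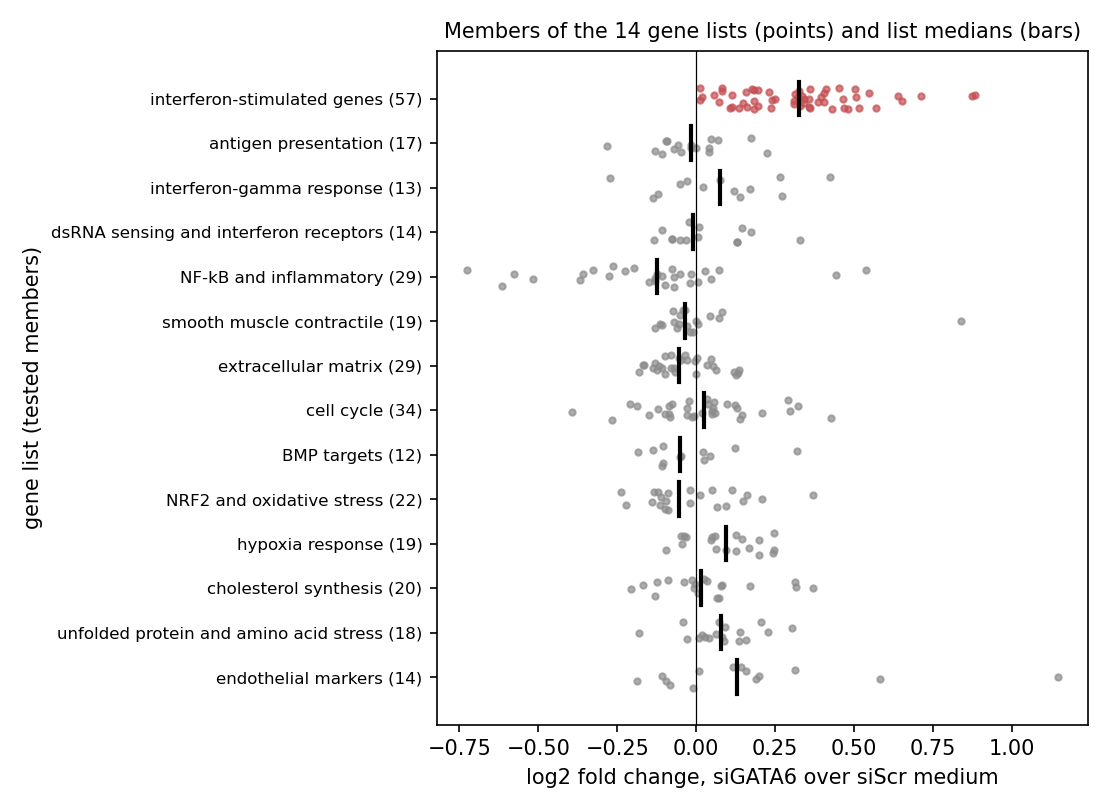
Log2 fold change (siGATA6 over siScr medium) of every tested member of the 14 gene lists, one point per gene, with a black bar at each list's median and the number of tested members in parentheses. All 57 interferon-stimulated genes (red) lie above 0 with a median of 0.33, while the medians of the other lists lie between -0.12 and 0.13.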

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

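The interferon-stimulated list kept a positive median under all 16 alternatives computed for it, from 0.20 to 0.34. Its median passed the set test under each of them except camera with an estimated correlation, where the median of 0.33 had an adjusted p of 0.0892 (range over the alternatives 3.40e-87 to 0.0892). Fry and camera with an estimated correlation reused the median of the main fit, so they could not change its sign. The set test was not run with DESeq2, limma-voom or limma-trend. The number of interferon-stimulated genes past the threshold when adjusted over the list alone stayed between 34 and 44. Over all genes that number was 28 with DESeq2, 32 without a filter and 11 with the correction for GC content and length.

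The number of genes past the threshold (31) was less stable. It was 20 with upper quartile factors (19 higher), 258 with DESeq2 (216 higher and 42 lower), 524 without a filter (424 higher and 100 lower), 15 with the GC and length correction (15 higher and 0 lower) and 14 at an adjusted p under 0.01. DESeq2 gave no adjusted p for 7399 genes and therefore adjusted over fewer. Its smallest adjusted p was also far lower, at 4.03e-24 against 4.69e-05 with edgeR. The causes of these differences were not tested. With counts thinned to the smallest library, 24 genes passed and 0 were lower, TUBB3 having an adjusted p of 0.0508. Relative log expression factors and limma-voom gave 29 calls each, all of them among the 31, and limma-trend on the authors' values gave 31, of which 29 were shared. The number of genes changed at least 2-fold (1) was 0 with DESeq2, 0 with limma-trend on the authors' values, 0 at an adjusted p under 0.01, 0 when tested against a 2-fold change, and 14 without a filter.

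Leaving out each library in turn gave 8 to 2547 genes past the threshold, 8 to 1537 higher, 0 to 1010 lower and 0 to 42 changed at least 2-fold. The interferon-stimulated genes past the threshold numbered 5 to 35. The upper ends all belonged to the fit without siScr 3, and the lowest calls to the fits without siGATA6 1 or siGATA6 3. With the GC and length correction as well, the fit without siScr 3 called 721 genes and the list median was 0.20. Fewer libraries also lower the power of a fit, which bears on the low ends of these ranges.

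Lists and GATA6 with values near 0 changed sign across these 6 fits. GATA6 ranged from -0.034 to 0.018 and was 0.028 with the GC and length correction. The medians ranged from -0.049 to 0.0042 for antigen presentation, from -0.0090 to 0.19 for the interferon-gamma response, from -0.013 to 0.018 for double-stranded RNA sensing, from -0.031 to 0.062 for cell cycle, from -0.10 to 0.0076 for NRF2, from -0.045 to 0.12 for cholesterol synthesis and from -0.031 to 0.17 for unfolded protein stress. Without siScr 3 cholesterol synthesis passed the set test, and without siScr 2 or siGATA6 2 unfolded protein stress did. Hypoxia ranged from 0.038 to 0.12 and lost its call without siScr 1, siScr 2 or siGATA6 1. NF-kB ranged from -0.14 to 0.018 and lost its call without siScr 3 (0.018, adjusted p 0.982), siGATA6 1 or siGATA6 2. Cell cycle was -0.021 with the GC and length correction, and cholesterol synthesis was -0.0023 with upper quartile factors. The causes of these changes were not tested.

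Hypoxia (median 0.094) and NF-kB (median -0.12) lost their calls under fry and under an estimated correlation. NF-kB also lost its call with upper quartile factors (-0.14), with thinned counts (-0.094) and with the GC and length correction (-0.15). Without a filter, the interferon-gamma response (0.13) and unfolded protein stress (0.079) passed.

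Libraries with the same replicate number in both groups did not deviate together: the correlations of their deviations from the group means were 0.042, -0.062 and 0.022. With the replicate number as a block, 33 genes passed the threshold, 26 of them among the 31, and 3 changed at least 2-fold. GATA6, given above, changed sign in 4 alternatives. Of the calls on the other single genes followed under the alternatives, 18 became weaker and 8 stronger, and none changed direction. At this depth the self-test recovered 32.5% of genes changed 1.25-fold, which is the median change of the interferon-stimulated genes, so a list gene that did not pass is not shown to be unchanged.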

Other observations

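The tests of the third scrambled library, of the interferon-gamma list, of interferon transcripts, of airway and trace transcripts against the interferon genes, and of the calls outside the list, as well as the values used in the endothelial and neural tests, were chosen only after the result was seen.

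The 6 libraries can be split into 3 and 3 in 10 ways. The real split gave the most genes past the threshold (1 of 10 splits gave as many), and the 9 others gave 0 calls, with up to 2127 genes at an unadjusted p under 0.05. The real split also gave the largest median of the interferon-stimulated list (1 of the 10 splits), 0.33 against at most 0.15 in the others. A share under 0.1 is not possible with 10 splits. The preset-correlation camera test passed for the interferon-stimulated list in 7 of the 10 splits and for NF-kB in all 10, so its p-values alone do not set the real split apart. The other splits keep part of the real difference, and these counts therefore give no false-positive rate. For hypoxia, 3 of the 10 splits gave a median as far from 0, and for NF-kB 4 did, so these lists cannot be told apart from an arbitrary split of the libraries.

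The rise of the interferon-stimulated genes was weighed against technical sources. Carry-over of an siRNA that silences GATA6 would have lowered GATA6 in the smooth muscle cells, where its log2 fold change was -0.0059 with an interval from -0.10 to 0.09. The list median was still 0.28 without the library siScr 3, which had the lowest list score, and 0.28 after correction for GC content and length. Thinning all libraries to one depth left 24 genes past the threshold, all of them among the 31. Endothelial cells carried over with the medium would raise the endothelial markers that are near silent here. The 11 markers of the list with a mean under 20 counts in the siScr libraries, CDH5 and CLDN5 among them, together gained 11.3 counts per library at the depth of the smallest library, where the 30 higher calls gained 1622 (median), which argues against such cells as the source of most calls. Traces are not excluded. Of the 22 markers, 3 had every siGATA6 library above every siScr library in counts: TIE1 (7, 8 and 6 against 11, 20 and 15), ERG (45, 32 and 31 against 61, 46 and 53) and ECSCR (2, 1 and 0 against 8, 10 and 4). Scaled to library size, TIE1 and ECSCR stayed above, where chance gives 1.1 (exact binomial p 0.302, one-sided). BCL6B, chosen after its values were seen, went from 0 counts to 22 over the 3 libraries of a group. A trace of endothelial RNA cannot be told apart from a weak change in these genes, because the counts are few. The response was not shared evenly with the interferon-gamma list: the list score minus the interferon-gamma score was 0.23 to 0.26 in the siGATA6 libraries and -0.05 to 0.07 in the siScr libraries (exact permutation p 0.1, the smallest possible).

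What stays open for this pattern is its source. Interferon made by the smooth muscle cells at harvest was not detectable: 18 genes of interferon alpha, beta and lambda had 1 count in the 220.7 M reads of the siGATA6 libraries and 5 in the siScr libraries. Transcripts made and lost before harvest cannot be told apart from interferon or another factor that arrived with the medium, because there was 1 time point and no medium was assayed. IFNE, the interferon gene with counts in every library (213 to 344), changed by 0.12 (edgeR adjusted p 0.738). A candidate explanation is a change in the factors released by the endothelial cells when GATA6 is low. A gained factor and a lost one cannot be told apart, because no library came from cells in unconditioned medium. An effect of the siRNA sequence itself on either cell type was not tested, since the labels name no second siRNA against GATA6. A difference between batches of medium is open as well, as the labels do not say whether the 3 libraries of a group had separate media.

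The GC trend differed from library to library along with the groups. The Spearman correlation across 12709 genes between GC content and a gene's deviation from its mean was 0.602, 0.460 and -0.0930 in siScr 1 to 3 and -0.460, -0.342 and -0.448 in siGATA6 1 to 3. Of the 13 calls outside the interferon-stimulated list, 4 stayed past the threshold after the correction (SAMHD1, DDX60L, CDC42EP3 and BPIFB1, named after their values were seen), which argues against GC content or length as their whole cause. For the 9 that were lost, the median size of the log2 fold change went from 0.32 to 0.18. A GC bias cannot be told apart from a true change in these 9, since 8 of the 18 interferon-stimulated calls were lost as well and the trend runs with the groups.

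BPIFB1 belonged to a small set of epithelial transcripts that were raised in the siGATA6 libraries. The set was chosen after its values were seen. MUC5AC had 6, 11 and 14 counts with siScr medium and 276, 64 and 109 with siGATA6 medium. MUC16 had 3, 6 and 12 against 79, 21 and 40, PIGR 4, 5 and 1 against 39, 10 and 27, and ALDH3A1 1, 3 and 2 against 36, 7 and 14. MUC5AC (edgeR adjusted p 0.146) and MUC16 (0.0936) did not pass the threshold. Of 12 airway secretory genes other than BPIFB1, 2 (MUC5AC and PIGR) had every siGATA6 library above every siScr library, where chance gives 0.6 (exact binomial p 0.118, one-sided). Both already belonged to the set chosen after its values were seen, so this p gives no independent support. In the siScr libraries 6 to 9 of the 12 had a count, as had 14 to 19 of the 20 general epithelial genes. SCGB1A1, among the most abundant transcripts of such cells, had at most 2 counts, and SLPI had 6 to 20 in the siGATA6 and 7 to 11 in the siScr libraries. Of 20 general epithelial genes, 2 were above in the same way, where chance gives 1 (exact binomial p 0.264, one-sided). They were GRHL2 (0, 0 and 1 counts with siScr medium against 5, 2 and 5) and ELF3 (4, 1 and 1 against 7, 5 and 5). EPCAM had at most 1 count. The list cannot decide on epithelial cells, because members such as KRT8, KRT18 and KRT19 had 951 to 8357 counts in every library, which would hide a trace. Traces of RNA from mucus-secreting cells, possibly from other libraries handled alongside, cannot be told apart from a weak induction of a few genes, because the counts are few. CDK5RAP1, the neighbouring gene of BPIFB1, had a log2 fold change of -0.017, which argues against read-through driven by a higher level of that gene. Read-through at an unchanged level of CDK5RAP1 cannot be excluded by this value. The largest of these traces was small beside the rise of IFIT1: MUC5AC gained 129 counts per library at the depth of the smallest library, and IFIT1 gained 2184. The gain of MUC5AC sets no bound on what such RNA would add to other genes. Traces are therefore not excluded for interferon-stimulated genes at lower levels.

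The library siGATA6 1 held traces of neural transcripts. DCX had 41 counts there and 0 to 4 elsewhere, and CACNG4, DPYSL5, RAB3C and FABP7 had 17, 12, 10 and 8 against 0 elsewhere. These 5 were chosen after their values were seen. On a separate list of 20 neural genes, 10 were highest in this library, where chance gives 3.33 and no other library had more than 3 (exact binomial p 0.000599, one-sided). The 10 include STMN2 (1640 counts against 902 to 1427 elsewhere) and SYT1 (3312 against 2207 to 3123). Their excess is far larger than the traces above, and the genes are not independent draws, so the p overstates the evidence for a trace. In the siScr libraries 11 to 13 of the 20 had a count. Several list genes, such as STMN2, SYT1 and MBP, were also abundant in the smooth muscle libraries, so the list total was little informative, at 133 CPM in this library and 102 to 126 in the others. The values are consistent with a trace of RNA from neural cells or from a neural library on the same run. No biological explanation was tested.

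The library siScr 3 had counts in more genes than the others. After thinning to one depth, which sets depth aside, 29601 genes had a count in it and 26229 to 26554 in the others. It alone had counts for 2882 genes (789 to 956 for the others), with a highest count of 10, which argues against RNA from one other cell type with abundant markers. Among genes nearly silent elsewhere, the extra counts per kilobase of exon were 0.174 for protein-coding genes, 0.224 for lincRNAs and 0.189 for processed pseudogenes, the highest being 1.29 times the lowest. They were 0.217 for antisense genes and 0.133 for unprocessed pseudogenes, and over all 5 kinds the highest was 1.69 times the lowest. How even the extra counts were thus depended on the kinds taken, and the explanation came from a look at the same kinds of gene, so a trace of genomic DNA in that library cannot be told apart from other sources of low counts. Whether it has to do with the distance of siScr 3 from the other siScr libraries was not tested.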
